A study of Mus musculus with 6 samples. Its data were reported in "Epicardium-Derived Tbx18+ CDCs Transplantation Improve Heart Function in Infarcted Mice" (2022).

How the data were processed

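RNA sequencing was performed on immortalized cardiosphere-derived cells of the mouse, a line grown from heart explants and kept dividing by a telomerase transgene. The 6 libraries fell into 2 groups of 3 by their labels. Control libraries came from cells at passage 30, and induced libraries came from cells of the same passage that had received 5-azacytidine, an inhibitor of DNA methylation used to start cardiac differentiation. The labels give 10 µM of the drug for 3 days and then 4 weeks in medium with 2% serum. The medium and duration of that culture differ between the labels and the methods of the study. The methods describe routine growth of these cells in a medium richer in serum, but do not say for how long the sequenced control cells were kept or whether in that medium. Drug, serum and time in culture were therefore not separable in this comparison.

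The authors deposited one table with raw read counts per gene and library, whole numbers without normalization. The aligner, the counting program and the strand setting are not stated. Reads of overlapping genes, antisense genes or near-identical copies may have been split or lost in counting, so such genes are marked as uncertain. The table holds 54532 Ensembl genes, of which 54495 are in GENCODE M21, and 98.3% of these have the coordinates of that GRCm38 annotation. Coordinates are given as in the deposited table, which does not name its build. The authors also deposited FPKM values in the same table. In each library these equal the count divided by gene length and by one depth per library, which was 0.980 to 1.03 times the total count. The deposited log2 fold changes, p-values and adjusted p-values are those of the authors, who state DESeq with 2 replicates per condition, while the table has 3 columns per group. The deposited Gene Ontology tables list, per direction, the terms past a corrected p-value of 0.05, with the count of called genes in each term (the authors' count). The methods name a length-corrected test, and the tables themselves do not name the program.

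Total counts were 19041133 to 19823369 per library, and 19591 to 20501 genes had at least 1 read. A count of 0 in a library allows up to 0.151 to 0.158 CPM (counts scaled to the library total), taking 3 counts as the limit. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules. Within each group, every pair of libraries differed by more than sampling noise in a chi-square test over genes with at least 20 summed counts (chi-square per degree of freedom 2.56 to 8.91), so no pair was merged as copies of one library. This does not tell separate cultures from repeat libraries of one RNA, and the 6 libraries were used as separate replicates because their labels name separate samples.

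Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 14246 genes with 99.9% of the reads. Libraries were scaled by TMM, and induced cells were tested against control cells with the two-sided quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Levels are TMM-scaled CPM, given as mean ± SD over 3 libraries. Standard errors of log2 fold changes were obtained from the fold change and its F statistic. Fitted fold changes use a prior count of 0.125. For a gene with 0 reads in all libraries of a group, the fold is a lower bound against 3 counts summed over that group, and with 1 to 3 reads the ratio of pooled reads is given with its 95% exact binomial interval.

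Before the data were examined, 11 gene lists and 23 study markers were written down, together with the designs, the alternatives and the rule for naming genes. The markers are the surface, transcription factor, secreted and lineage genes named in the text of the study. Lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, adjusted over the 11 lists, and the effect is the median log2 fold change of tested members. Named genes are the 5 largest rises and 5 largest falls with an adjusted p under 0.05, at least 10 CPM in the higher group and no overlap between groups; the study markers; and up to 3 members per list with the smallest p. From the deposited Gene Ontology tables, the 5 leading biological process terms per direction were taken, and those naming muscle or DNA replication.

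Alternatives were DESeq2 1.42.0, median-ratio size factors, library totals alone, no filter, a stricter filter (mean count 10 and 1 CPM in 3 libraries), limma on log2(FPKM + 1) and log2(FPKM + 0.1), a replicate block, an adjusted p of 0.01, and leaving out each library. For lists they also included fry and camera with an estimated correlation. Offsets for GC content and gene length (loess, span 0.4) were added after the data were seen. GC content was known for 99.9% of tested genes. The tests were checked on simulated counts drawn for the 14246 genes of this comparison, with 200 genes changed by 1 on the log2 scale. edgeR recovered 167 of them with 18 false calls, and DESeq2 recovered 162 with 8. In a second simulation the p53 list was raised, and 0 of the 10 other lists were called. Genes were drawn independently there, and only members of that list were changed. False list calls that arise from correlation between genes were therefore not checked.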

Results

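Gene expression was measured by RNA sequencing in 3 control libraries and 3 libraries of cells induced with 5-azacytidine. Total counts ranged from 19343728 to 19823369 reads in control libraries and from 19041133 to 19449606 in induced libraries. The 10 most abundant genes took 6.28% to 7.0% of the reads. Correlations of log2 CPM across genes lay between 0.992 and 0.994 for libraries of one group and between 0.924 and 0.927 for libraries of different groups, and genes are not independent replicates. The first principal component held 88.3% of the variance and separated the groups.

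The first comparison asked which genes differ between induced and control cells. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9225 of 14246 genes (64.8%) were past an adjusted p of 0.05, of which 4643 were higher and 4582 lower in induced cells. A change of at least 2-fold was found for 2438 of them, 1323 higher and 1115 lower. The groups did not overlap for 68.6% of tested genes, where chance gives 10% for 3 libraries against 3. The biological coefficient of variation was 5.82%, so small changes passed the threshold. The alternative that moved the number of genes most was an adjusted p of 0.01, with 7783 genes. In the authors' deposited table, 8441 genes were past 0.05, 4499 higher and 3942 lower. Of these, 8077 were among the genes tested with edgeR, 8070 were called by both, and all 8070 had the same direction.

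Among the largest rises, Ckmt1 (ENSMUSG00000000308, chromosome 2, 121357714 to 121363737, plus strand) had 0 reads in control cells and 23.9 ± 3.32 CPM (SD, n = 3) in induced cells, at least 472-fold higher (edgeR adjusted p 7.11e-14). The noncoding RNA Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, minus strand) had 0 reads in control cells and 12.5 ± 1.43 CPM (SD, n = 3) in induced cells, at least 247-fold higher (edgeR adjusted p 1.01e-12). 12.6% of the exon bases of Xist overlap another gene, and its count is uncertain where strand was not used. Efemp1 had 3 reads in control cells and 1812 in induced cells, a ratio of 629.6 with an interval of 215 to 3056. Adamtsl2 rose from 0.118 ± 0.127 to 39.2 ± 1.56 CPM and Slc47a1 from 0.0846 ± 0.0592 to 23.7 ± 4.34 CPM (SD, n = 3). The largest fall was that of the chemokine Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624, plus strand), from 169.9 ± 7.85 to 0.616 ± 0.241 CPM (SD, n = 3; log2 fold change -8.09, SE 0.12, edgeR adjusted p 4.54e-19). Its neighbour Cxcl15 (chromosome 5, 90794534 to 90803067) fell from 38.8 ± 3.47 to 0.281 ± 0.270 CPM. Plac1, Stac2 and Tspan11 had log2 fold changes of -5.33, -4.89 and -4.73.

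The second comparison asked how the markers by which the study characterizes these cells responded. Of 23 markers, 18 had enough reads to be tested, and all 18 were past an adjusted p of 0.05 over all genes tested, 13 higher and 5 lower. Adjusted over the list alone, 18 were also past it. The largest rises were those of the lineage proteins Des and Tnnt2. Des (ENSMUSG00000026208, chromosome 1, 75360329 to 75368579, plus strand) rose from 0.235 ± 0.189 to 4.97 ± 0.152 CPM (SD, n = 3; log2 fold change 4.36, SE 0.33, edgeR adjusted p 1.28e-09), with 14 reads in control cells. Tnnt2 (ENSMUSG00000026414, chromosome 1, 135836354 to 135852260, plus strand) rose from 13.1 ± 1.62 to 58.2 ± 1.92 CPM (SD, n = 3; log2 fold change 2.15, SE 0.08, edgeR adjusted p 4.90e-14). Acta2 was lower, with 945 ± 30.7 CPM in control cells and 489.5 ± 31.2 CPM in induced cells (log2 fold change -0.95).

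Of the epicardial genes, Upk3b rose from 254 ± 0.674 to 942 ± 62.9 CPM, Wt1 from 19.6 ± 1.78 to 49.7 ± 3.70 CPM and Tcf21 from 14.4 ± 1.10 to 40.3 ± 2.56 CPM (SD, n = 3). Tbx18 fell from 63.7 ± 4.90 to 50.7 ± 4.60 CPM (log2 fold change -0.33, edgeR adjusted p 0.000429), and 20.6% of its exon bases overlap another gene. Of the transcription factors, Gata4 and Mef2a were higher (0.59 and 0.82 on the log2 scale) and Hand2 was lower (-0.67). Of the secreted factors, Cxcl12 fell from 5521 ± 55.3 to 1506 ± 29.8 CPM, while Igfbp4 and Vegfa rose by 1.12 and 0.93 on the log2 scale. Thy1, Tjp1 and Col3a1 rose by 0.54, 0.45 and 0.70, and Ly6a, on chromosome 15, fell by 0.57. Eng rose by 0.12 with an edgeR adjusted p of 0.0190, and this call was lost under library totals alone and without control replicate 1, 2 or 3 or induced replicate 1 (adjusted p 0.0546 to 0.0846; range over its alternatives 0.00425 to 0.0846). Pecam1, Ptprc, Kdr, Kit and Isl1 were not tested. Ptprc and Isl1 had 0 reads in all 6 libraries. Pecam1 had 3 reads in control and 6 in induced cells, Kdr had 11 and 5, and Kit had 18 and 24, and a difference was not detectable at this depth.

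**Figure D1:**
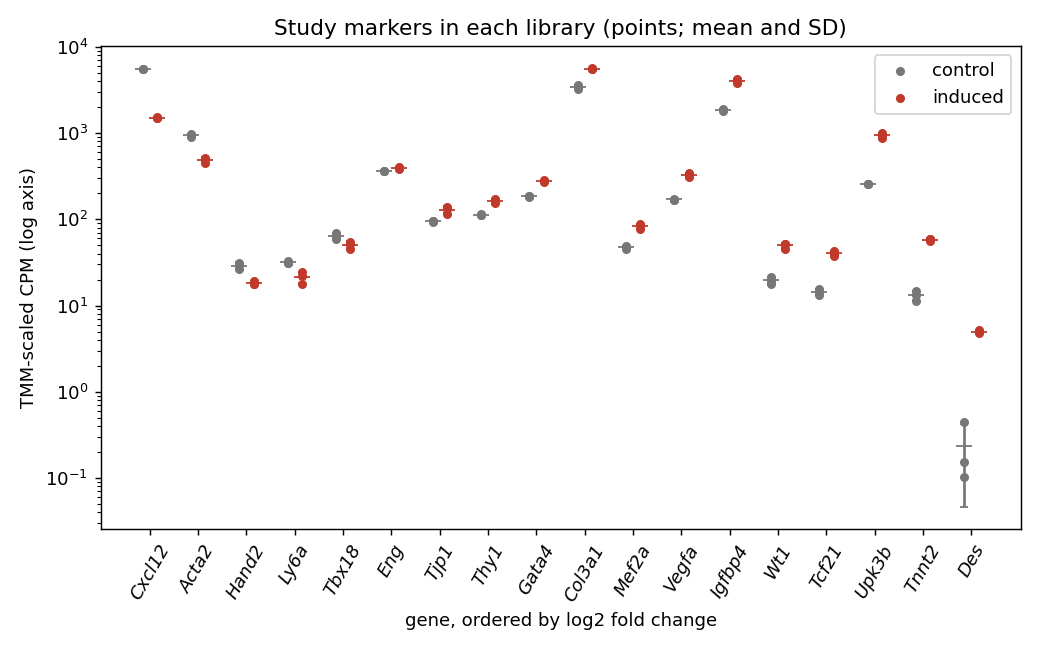
TMM-scaled CPM on a log axis of the 18 tested study markers in each control and induced library, with the mean and SD over 3 libraries per group. Genes are ordered by log2 fold change, from Cxcl12 (-1.87) to Des (4.36).

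The third comparison asked whether lists of genes for muscle lineages, for DNA replication and for other responses moved together. By camera with adjustment over the 11 lists, 6 were past 0.05. The interferon response list rose by a median of 3.35 on the log2 scale, with all 31 members called higher (camera adjusted p 9.45e-24). The mitosis list had a median of -2.00 with all 24 members lower (camera adjusted p 4.99e-40), and the DNA replication list had a median of -1.09 with 37 of 38 members lower (camera adjusted p 4.76e-15). The p53 target list had a median of 0.38, with 17 members higher and 2 lower of 21 (camera adjusted p 0.000145). The extracellular matrix list had a median of 0.30, with 14 members higher and 8 lower of 23 (camera adjusted p 0.000145). The cardiomyocyte list had a median of 0.37 over 11 tested members of 30, with 5 higher and 1 lower (camera adjusted p 0.0297); without induced replicate 2 its adjusted p was 0.0596. All 6 calls held under fry, which asks whether members changed at all rather than more than other genes. Since 64.8% of tested genes were called, most lists pass such a test, and only the skeletal muscle list did not. Its result therefore adds little to these calls. With an estimated correlation the DNA replication and mitosis calls held (adjusted p 0.00749 for both), and the other 4 were lost.

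The remaining 5 lists were not past 0.05 by camera. The germline list, genes that methylation silences in body cells, had 7 tested members of 26, with a fitted median of 7.34 and a median of 4.36 with genes at 0 reads in control cells set at their bound (camera adjusted p 0.0663). It was past 0.05 under library totals alone, with no filter, with the replicate block, without control replicate 2 and under fry. The cholesterol synthesis list had a median of -0.29, with 4 members higher and 14 lower of 20 (adjusted p 0.0772). The smooth muscle list had a median of 0.49 with 8 higher and 5 lower of 15 (adjusted p 0.246), the adipocyte list a median of 0.20 with 5 higher and 2 lower of 11 (adjusted p 0.246), and the skeletal muscle list a median of 0.23 with 1 higher and 0 lower of 4 (adjusted p 0.828), and leaving out one library at a time moved this last median between 0.04 and 0.66.

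**Figure D2:**
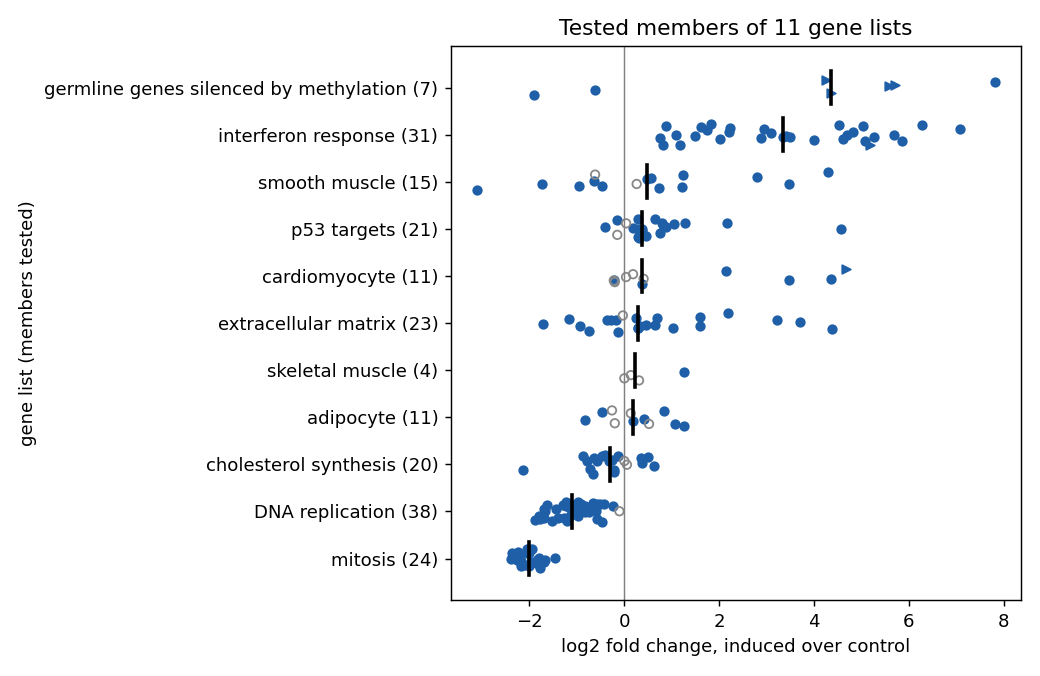
Log2 fold change of induced over control for each tested member of the 11 gene lists, filled where the edgeR adjusted p is under 0.05. Triangles are lower bounds for genes with 0 reads in control cells, and black bars are medians with these bounds, from -2.00 for mitosis to 4.36 for the germline list.

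Of the cardiomyocyte list, Tnnt2, Cox6a2 and Des had the smallest p. Cox6a2 (chromosome 7, 128205435 to 128206387) rose from 0.556 ± 0.0977 to 6.27 ± 0.809 CPM (SD, n = 3; log2 fold change 3.48). The 19 members that were not tested had 60 reads together in the 3 control libraries and 168 in the 3 induced libraries. Of the skeletal muscle list, Casq1 rose by 1.26 on the log2 scale (edgeR adjusted p 0.00623), and Mylpf and Tnnt3 differed by less than the spread between replicates (edgeR adjusted p 0.436 and 0.769). Of the smooth muscle list, Itga8 rose from 1.14 ± 0.40 to 22.7 ± 2.13 CPM and Mylk from 169 ± 12.9 to 396 ± 11.1 CPM (SD, n = 3), against the fall of Acta2.

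Mcm5, Mcm6 and Lig1 had log2 fold changes of -1.79, -1.39 and -1.23, and Bub1b, Cdc20 and Mki67 of -2.26, -2.39 and -2.01. Ifit3 rose from 3.15 ± 0.585 to 243.7 ± 57.5 CPM, Ifit1 from 1.80 ± 0.575 to 104 ± 27.2 CPM and Bst2 from 93.3 ± 2.94 to 334 ± 39.4 CPM (SD, n = 3). Ifit3 has a near-identical copy and its level is uncertain. Rhox5 had 1 read in control cells and 296 in induced cells, a ratio of 308.5 with an interval of 55.0 to 12228. Sohlh2 and Tuba3b had 0 reads in control cells and were at least 52.1-fold and 47.6-fold higher. Tuba3b shares reads with Tuba3a and is uncertain. Perp, Pmaip1 and Trp53inp1 rose by 4.58, 2.16 and 1.28 on the log2 scale, and Lum, Eln and Dcn by 4.37, 3.23 and 2.19. Lpl and Lipe rose by 1.26 and 1.08 while Dgat2 had a log2 fold change of -0.82. Sc5d rose by 0.64, and Sqle and Mvd had log2 fold changes of -0.72 and -0.78. Sqle lies on chromosome 15.

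The authors' deposited Gene Ontology tables were read for the same question. For genes higher in induced cells, the authors' deposited table lists 833 biological process terms, led by cell-substrate adhesion (137 of 287 genes, corrected p 6.27e-11), vacuole organization, autophagy, process utilizing autophagic mechanism, and transmembrane receptor protein tyrosine kinase signaling. In the authors' deposited table, 25 of these terms name muscle and 5 name cardiac muscle, the first of the latter being cardiac muscle tissue development at rank 474 (79 of 218 genes, corrected p 0.0134). For genes lower in induced cells, the authors' deposited table lists 475 such terms, led by ribonucleoprotein complex biogenesis (205 of 394 genes, corrected p 2.49e-33), ribosome biogenesis, chromosome segregation, ncRNA metabolic process and nuclear division. In the authors' deposited table, 12 of these terms name DNA replication, the first at rank 7 (132 of 247 genes, corrected p 8.94e-23), and 0 name muscle.

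Fold changes were also summarized by chromosome. The median log2 fold change over tested genes lay between -0.06 and 0.17 for chromosomes other than 15, and was -0.24 for the 561 genes of chromosome 15 (95% bootstrap interval over genes -0.32 to -0.19). On chromosome 15, 288 genes were called lower and 115 higher.

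**Figure D3:**
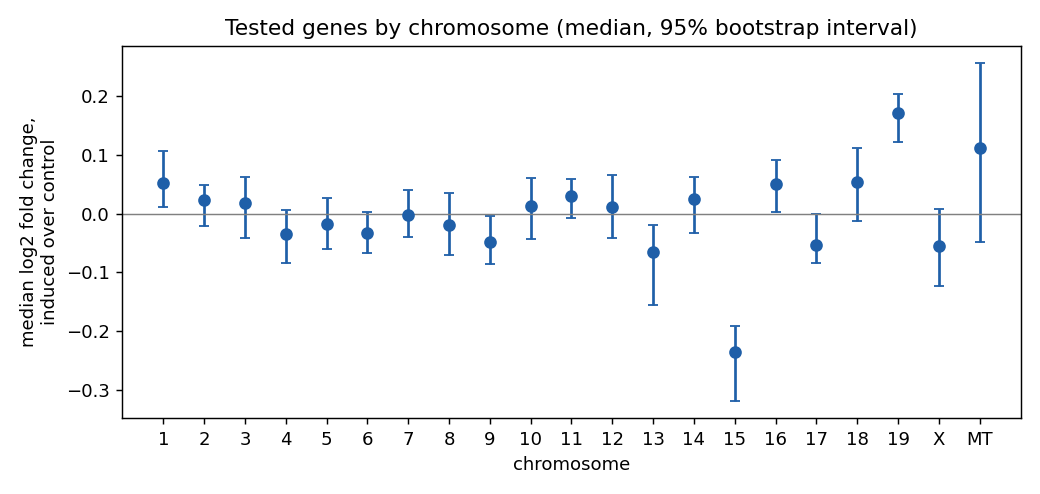
Median log2 fold change of induced over control for the tested genes of each chromosome, with 95% bootstrap intervals over genes. Chromosome 15 (-0.24) lies under and chromosome 19 (0.17) above the others.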

Values the study reported

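The study reported that differentiation of the immortalized cells gave 21.88 ± 4.85% desmin-positive and 3.52 ± 1.1% cardiac troponin T-positive cells by immunostaining. It stated that about 80% of the karyotypes it counted in these cells held 40 chromosomes.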

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

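The GC content and gene length offsets were chosen after the data were seen; the other alternatives were fixed before. The number of genes changed lay between 7783 and 9765 under the alternatives, against 9225. DESeq2 called 8593 genes, 8580 of them shared with the edgeR calls and all of these in the same direction. Without a filter 9765 of 25705 genes were called. Leaving out one library at a time gave 8514 to 9348 genes. The GC offset gave 9361 and the length offset 9406. The number changed at least 2-fold fell to 1032 under limma on log2(FPKM + 1), where the pseudocount of 1 shrinks the fold changes of low genes, and was 2116 with 0.1. Library totals alone moved the median of all genes by -0.04 on the log2 scale and the share of higher calls from 50.3% to 46.5%.

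Pairing by replicate number was not seen across genes as a whole. Deviations of same-numbered libraries from their group means correlated at -0.00, -0.02 and 0.03. A shared effect on a smaller set of genes is not excluded by this. The camera adjusted p of the interferon list was 6.83e-33 with the replicate block and 9.45e-24 without it. With the replicate block 9063 genes were called, and the germline list passed the threshold (median 7.34).

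Of 810 values of 58 named genes under alternatives, 0 reversed and 5 crossed the threshold, all for Eng. Among the lists, fry brought the smooth muscle (0.49), germline (7.34), adipocyte (0.20) and cholesterol synthesis (-0.29) lists past 0.05, and camera with an estimated correlation lost the cardiomyocyte (0.37), interferon (3.35), p53 (0.38) and extracellular matrix (0.30) lists; the medians are the same because only the test differs. The germline list also passed under library totals alone (7.32) and with no filter (3.58, 21 members tested), as did the cholesterol synthesis list with no filter (-0.28). Leaving out one library at a time, the germline median ranged from 7.30 to 7.47, and its adjusted p from 0.0476 to 0.0786. The cardiomyocyte median then ranged from 0.35 to 0.47, and the call was lost without induced replicate 2. The skeletal muscle median ranged from 0.04 without induced replicate 1 to 0.66 without induced replicate 3, over 4 or 5 tested members. The cause of the other changes of call was not tested. At this depth 19 of 30 cardiomyocyte, 21 of 25 skeletal muscle and 19 of 26 germline genes did not pass the filter. The filter asks for about 10 reads in each of at least 3 libraries.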

Other observations

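The tests on leukocyte genes, on genes switched on or off, on Y-linked genes and on the parts of every other chromosome were chosen after the results they bear on were seen. The readings of the whole-chromosome test and of the cholesterol synthesis list were settled with their values in view.

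The groups separated more genes than any other split. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 9225 genes, the real one, and every other split gave 0 by edgeR, with 41 to 82 genes at an unadjusted p under 0.05 and 0 to 2 genes by DESeq2. With 3 libraries per group this share cannot fall under 0.1, so the count of splits alone decides nothing. Neither a trend on GC content nor one on gene length accounts for the list results: after removal of each trend, 6 of the 6 called lists kept their sign and threshold, although single genes moved by up to 0.33 and 0.39 on the log2 scale.

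Interferon response genes were the list with the largest rise among those called, with a median of 3.35. Leukocytes among the induced cells are argued against: 10 leukocyte transcripts summed to 23.0 CPM in control and 14.5 CPM in induced cells, most of it Csf1r, which control cells also express (22.6 CPM, and 10.9 CPM in induced cells). Fcer1g rose from 0.0338 to 3.29 CPM, while Ptprc, Cd52, Tyrobp and Itgam had 0 reads. Interferon transcribed at harvest stays open, since the 16 interferon genes had 3 reads in control and 4 in induced cells. A candidate explanation written before the data were examined is a response to endogenous retroviruses released from methylation, but retroviral RNA was not analysed here. Serum and time in culture cannot be separated from the drug, since no group is described as having the later culture without it. The authors' deposited table places response to virus at rank 39 of its higher terms.

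Genes were switched on more often than off. With 0 reads in every control and at least 10 in every induced library there were 51 genes, against 6 in the opposite direction. Of the 51, 7 are X-linked (13.7%), against 3.28% of the 13477 genes with at least 10 reads in every induced library (Fisher's exact test, two-sided, p 0.00129). The rest of that background had reads in control cells. The test therefore does not tell whether X-linked genes are commoner than among all genes silent in control cells. It also treats genes as independent, although Xlr, 3830403N18Rik and Gm364 lie near one another on the chromosome. The 51 genes include Ckmt1, Xist, Xlr, Fmr1nb, Tex13b, Tex19.1, Sohlh2 and Mov10l1, named after their values were seen. The germline list (fitted median 7.34, or 4.36 with bounds, camera adjusted p 0.0663) is not separate evidence, since 4 of its 7 tested members are among the 51 genes, and Ddx4 and Brdt were lower. Loss of promoter silencing by 5-azacytidine may account for these genes, but DNA methylation was not analysed here and the drug cannot be told apart from the culture that followed it.

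Xist, which is transcribed from an inactive X chromosome, was on in induced cells although both groups expressed Y-linked genes. The 7 tested Y-linked genes summed to 97.0 ± 3.61 CPM in control and 94.8 ± 1.64 CPM in induced cells (SD, n = 3), a ratio of 0.978. Female cells among the induced cells might bring Xist, and a small share of them would not be visible in this ratio. They cannot be told apart here from Xist released in male cells. The sum hides changes of single genes, since 6 of the 7 were past an adjusted p of 0.05. Ddx3y was higher (0.46), as was Uba1y, with 1 read in control and 126 in induced cells, while Kdm5d (-0.62), Uty (-0.36), Gm47283 (-1.31) and Gm29650 (-2.25) were lower.

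Genes of chromosome 15 were lower as a group. Its median of -0.24 departs most from 0, but stays short of the 0.3 set beforehand as the mark of a chromosome gained or lost in the culture as a whole, so a change in part of the cells is neither shown nor excluded by that test. The chromosome was divided into 3 parts of 187 genes, with medians of -0.19, -0.26 and -0.26, and the other 19 chromosomes likewise into 57 parts, with medians from -0.17 to 0.19. All 3 parts lay under the lowest of these, but the interval of the first part (-0.31 to -0.09) includes it, and the chromosome had been picked for its low median. Fewer copies of chromosome 15 in part of the induced cells, or more in part of the control cells, may account for this but is left open by the test, and DNA was not analysed here. Chromosome 19 had a median of 0.17, in the opposite direction.

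The lists fixed in advance for stress and serum gave unlike results. The p53 target list rose by a median of 0.38, as a lasting p53 response to 5-azacytidine would give, but the culture that followed may also raise it, and the design does not separate them. Lower lipid supply from serum would raise cholesterol synthesis genes. This is argued against as the main influence on the list, which did not rise: its median was -0.29, with 14 of 20 members lower and 4 higher, and between -0.32 and -0.25 leaving out one library at a time. Its summed level was 2121 ± 20.8 CPM in control and 1983 ± 20.8 CPM in induced cells (SD, n = 3). The fall itself was past 0.05 under fry (adjusted p 0.000164) and with no filter (0.00436), but not by camera (0.0772) or with an estimated correlation (0.192). A rise masked by other effects of the culture was not tested.

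Reads of untested skeletal muscle genes came mainly from one induced library. The 21 members of the skeletal muscle list that did not pass the filter had 288 reads in induced replicate 2, 29 in induced replicate 1 and 8 in induced replicate 3, against 4, 3 and 0 in the control libraries. Acta1 had 123 reads, Myl1 55, Myh3 25, Myog 19 and Myod1 14 in induced replicate 2. The filter asks for about 10 reads in each of at least 3 libraries and so removes genes whose reads lie mainly in 1. Among the 4 tested members, Casq1, Mylpf and Tnnt3 showed no such excess in induced replicate 2. Casq1 had 1.01, 0.842 and 1.21 CPM in induced replicates 1, 2 and 3. Mylpf had 2.07, 1.74 and 0.734 CPM there, and Tnnt3 had 0.691, 0.736 and 0.419 CPM. Whether the reads of the untested members come from cells of that culture or from another source was not tested. The same holds for medians that include the untested genes. Whether the cardiomyocyte list as a whole may be part of a general muscle induction is left open: the skeletal minus the cardiomyocyte median was -0.14 with a 95% bootstrap interval of -3.34 to 0.89, over 4 and 11 tested genes. With no filter on low counts the skeletal muscle median was 3.83 over 18 members (camera adjusted p 0.130) and the cardiomyocyte median 0.94 over 29 members (camera adjusted p 0.0183), so the order of the medians reverses there.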
